A study of Mus musculus with 36 samples.

How the data were processed

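RNA was sequenced from mouse natural killer (NK) cells in 36 samples, with 1 library per sample and 12 groups of 3 replicates. Per the labels, total RNA went into a kit that captures poly(A) RNA. The authors deposited 4 tables in TPM (transcripts scaled to a fixed total per library), a unit that divides the reads of each gene by its length and scales every library to the same total. The table of sorted splenic subsets holds 18 samples and 32940 genes, all with a symbol, and its library sums run from 934292 to 948786 TPM. The tables for ionomycin (6 samples), activating antibodies (9 samples) and tumours (3 samples) each list 56923 genes, of which 23840 have no symbol, and their libraries sum to the full total of the unit. Values are rounded to 2 decimals. The labels name no aligner, quantifier, genome build or annotation, so genes are given by symbol and Ensembl identifier, without positions.

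TPM keep no record of sequencing depth, so the depth per library is unknown and no counting error can be attached to a value. The number of genes above 0 was used as a rough stand-in. It ran from 12290 to 14501 in the subset table, from 13904 to 15483 in the ionomycin table, from 13555 to 18096 in the antibody table and from 14155 to 16271 in the tumour table. Precision is given by the spread over 3 replicates. Pearson correlations of log2 values between replicates of a group ran from 0.904 to 0.965 in the subset table, from 0.805 to 0.899 in the ionomycin table, from 0.857 to 0.953 in the antibody table and from 0.808 to 0.844 in the tumour table.

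Groups came from the sample titles, except in the antibody experiment. In the antibody experiment, the group in the title and the group in the table column that the description names differed for 6 of 9 samples. The column names were used, since they are attached to the values, and the titles were run as an alternative. The tumour columns are named B2MKO and SP, terms that the titles of these samples do not explain, and the titles were followed. The columns of the antibody and subset tables join the number to the genotype (such as WT1 or KO1), which reads as 1 mouse per number. In the antibody table, same-numbered libraries deviated from their group means together, with a mean correlation of 0.064 against -0.032 for others, although 1 of 9 pairs was over 0.1. Of the 36 ways to order the numbers, the real one gave the highest correlation and the most calls of each antibody pair against medium with replicate number as a block. In the subset table the mean correlation was 0.010 against -0.005 for others, and 20 of 36 orders in WT and 3 of 36 in KO subsets gave as high a value as the real one, so the values add no sign of pairing to the names there. Results of both tables are given without the block, with the blocked value where it changes a call or a count by over 1.5 times. Each table carries a single batch date, so every comparison lies within a batch, and levels were never tested across tables.

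Genes with a mean of at least 1 TPM over the samples of a table were tested, which left 12018 genes in the subset table, 14372 in the ionomycin table and 13689 in the antibody table. Among these, 2394 of the ionomycin table and 2047 of the antibody table have no symbol. Values were transformed as log2(TPM + 1), which understates fold changes of genes at low levels. Limma 3.58.1 in R 4.3.3 fitted a mean for each group of a table, with contrasts, and moderated variances with an intensity trend. All tests were two-sided. Benjamini-Hochberg adjustment was applied within each of the 12 comparisons, and a gene was called at an adjusted p under 0.05. With 3 samples against 3, an exact permutation test of a single gene cannot give a p under 0.1, so the calls rest on the limma model.

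The comparisons, their tests and gene lists, and the alternative settings were chosen before the data were examined. Tests of explanations that were chosen only after a result was seen are named as such in the closing parts. The genes named for a comparison were the 3 with the largest rise and the 3 with the largest fall among called genes whose 2 groups did not overlap, leaving out predicted genes; the interaction had no overlap criterion. Called genes of a fixed list of 66 genes were added. That list joined 6 sort and genotype markers with 4 further lists: regulators of anergy and exhaustion, inhibitory receptors, effector genes, and activating receptors with their signalling proteins. For these genes, counts were made with the adjustment over all genes tested and again adjusted over the list alone. In the ionomycin and antibody tables Lilrb4a is listed under both ENSMUSG00000062593 and ENSMUSG00000112148, and each counts as an entry.

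Set tests used camera from limma, a competitive test against all other genes, with a preset inter-gene correlation of 0.01. The 4 lists were tested in 4 comparisons, which made 16 tests. Transferred sets held up to 100 called genes with the largest rise, or fall, in 1 table and were tested in another table, which made a second family of 16 tests. Sets of fewer than 10 genes were left out. Benjamini-Hochberg adjustment ran within each family. The median log2 change of each transferred set was also ranked among 10000 random lists matched on mean expression. Because comparisons that share a control group are correlated by construction, 100 simulated tables gave the overlap that a shared control produces where no group differs. Genes were drawn independently of each other, which narrows the simulated ranges.

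Alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, rescaling by median-of-ratios factors, quantile normalization, variance moderation without a trend, only the 2 compared groups in the fit, replicate number as a block, grouping by titles, and leaving out each replicate in turn. For sets, they were fry, an inter-gene correlation estimated from the data, sets of up to 50 genes, and sets without Klra and Klrc genes. The procedure was tested on simulated data with 200 genes changed by 2 on the log2 scale. These were drawn from genes above about 10 TPM, so recovery at lower levels was not tested. The simulated noise was independent between genes and equal in all groups. The procedure recovered 194 of the changed genes in the subset table, 178 in the antibody table and 94 in the ionomycin table, all 200 with the right sign. In the same order it called 10, 10 and 4 unchanged genes. With nothing changed it made 0 calls in each table. Of 100 random sets per table, 0 in the subset, 3 in the ionomycin and 1 in the antibody table had a camera p under 0.05.

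Lists of neutrophil, plasma cell, B cell, T cell, handling stress and glucocorticoid response genes were written for tests of explanations. Order along the genome for tests of neighbouring genes came from RefSeq genes on assembly GRCm38.p6, matched by symbol. Some gene families, such as Klra, Klrc, Khdc1 and Serpinb9, share sequence, and the split of reads among their members is uncertain. Entries for very short RNAs, such as Mir and Snord genes, have unstable TPM because of their length. The tumour samples have no control group in the labels and were not tested. Figures were drawn with matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.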

Results

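Gene expression was measured by RNA sequencing in NK cells of mice, in 36 libraries. The first 18 came from mature splenic NK cells (CD27-negative, CD11b-positive) sorted by inhibitory receptors, from wild-type (WT) mice and from mice without B2m (KO), which lack most surface MHC class I. TP cells carried Ly49C, Ly49I and NKG2A, SP cells carried only Ly49I, and TN cells carried none of the 3. Each of the 6 combinations of genotype and subset had 3 replicates. A further 6 libraries came from NK cells labelled as purified from splenocytes treated for 22 h with vehicle or with ionomycin, a calcium ionophore, 3 of each. Another 9 came from splenic NK cells kept for 48 h in medium, with plate-bound antibodies to NKp46 and NKG2D, or with plate-bound antibodies to NKp46 and DNAM-1, 3 of each. The last 3 came from NK cells of B2m-deficient MC38 tumours, a mouse colon carcinoma line, 10 days after injection. Values are TPM, given as mean ± SD with n = 3 unless stated. Sequencing depth is unknown, and the genes above 0 per library ran from 12290 in the subset table to 18096 in the antibody table.

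The sort and genotype markers were read library by library. B2m (ENSMUSG00000060802) stood at 3312 ± 132 TPM in WT TP cells and at 94.2 ± 17.7 TPM in KO TP cells, and all 9 KO libraries lay under all 9 WT libraries. Klra3 (ENSMUSG00000067591), which encodes Ly49C, was at 217 ± 26.2 TPM in WT TP cells, 1.40 ± 1.36 in WT SP cells and 1.44 ± 1.14 in WT TN cells. Klra9 (ENSMUSG00000033024), which encodes Ly49I, was at 963 ± 100 TPM in WT TP, 928 ± 109 in WT SP and 82.4 ± 5.31 in WT TN cells. Klrc1 (ENSMUSG00000030167), which encodes NKG2A, was at 864 ± 9.73 TPM in WT TP, 25.4 ± 4.09 in WT SP and 22.5 ± 8.39 in WT TN cells. In KO cells too, Klra3 and Klrc1 were high in TP cells alone, and Klra9 was lower in TN than in TP and SP cells. Reads of Klra and Klrc genes can be shared within their families, so the levels of single members are uncertain.

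**Figure D1:**
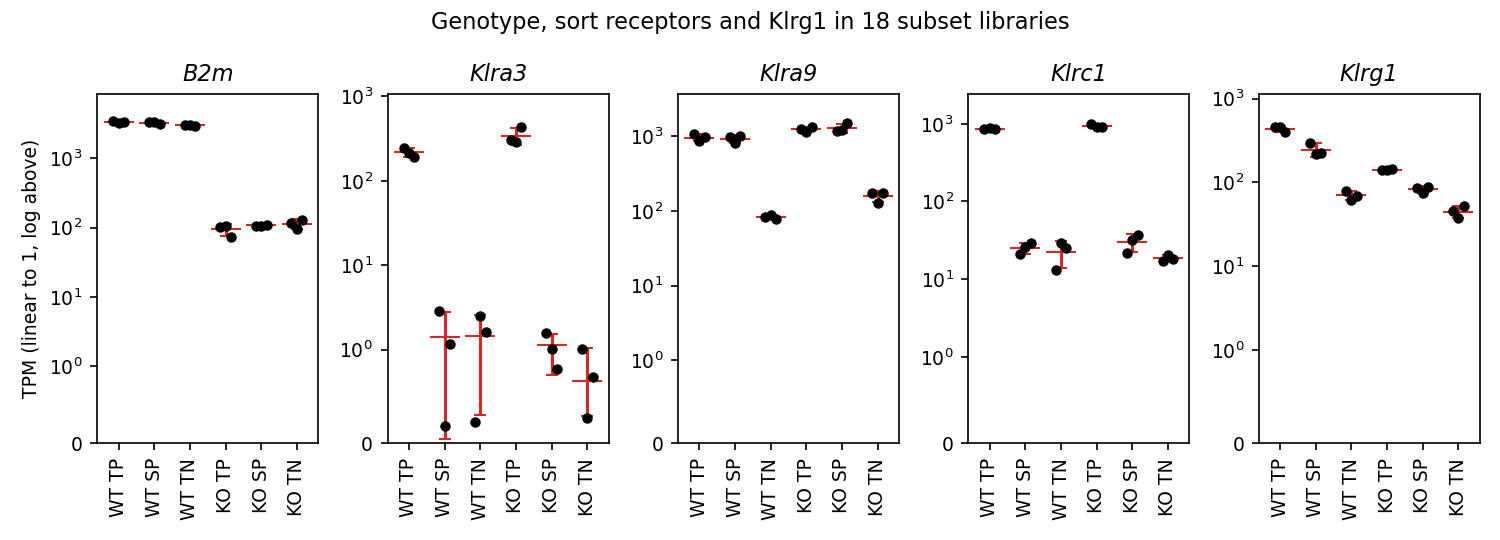
TPM of B2m, 3 sort receptor genes and Klrg1 in 18 subset libraries, on an axis that is linear up to 1 and logarithmic above. Points are libraries, and red bars are the mean and SD of 3 replicates. B2m lies at 94.2 TPM in KO TP against 3312 in WT TP cells, and Klrg1 falls from TP over SP to TN cells in both genotypes.

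The comparison of TN with TP cells in WT mice asks which genes differ between mature NK cells without the sorted receptors for self MHC class I and cells with all 3. Of 12018 genes tested with limma, 157 were called at an adjusted p under 0.05, with 82 higher and 75 lower in TN cells, and 70 of them changed at least 2-fold. An unadjusted p under 0.05 was found for 1504 genes. The groups did not overlap for all 157 called genes and for 14.6% of all tested genes, where chance gives 10%. Keeping only the 2 compared groups in the fit moved this count most, to 21 genes, and leaving out WT TN replicate 1 gave 101. The largest falls were those of the receptor genes Klra3, by 6.60 on the log2 scale, and Klrc1, by 5.28, and of Cdc42ep1 (ENSMUSG00000049521), which went from 17.9 ± 5.19 to 0.15 ± 0.131 TPM. The largest rises were those of Anxa8 (ENSMUSG00000021950; log2 change 2.77, adjusted p 0.00126), Ptpn5 (2.74, adjusted p 0.00414) and Cc2d2b (2.67, adjusted p 0.0291, or 0.0655 with mouse as a block), all with means under 2 TPM in TP cells.

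In WT TN against TP cells, 60 fixed-list genes were tested and 13 were called over all genes, 3 higher and 10 lower in TN cells, and 20 when adjusted over the list alone. Klrg1 (ENSMUSG00000030114), an inhibitory receptor gene, was at 437 ± 34.6 TPM in TP and 69.9 ± 8.63 TPM in TN cells, with a log2 change of -2.63 and adjusted p of 3.41e-09. Cd226 (ENSMUSG00000034028), which encodes the activating receptor DNAM-1, was at 104 ± 31.8 TPM in TP and 19.0 ± 3.20 TPM in TN cells, with a log2 change of -2.36 and adjusted p of 1.71e-05. Tigit (ENSMUSG00000071552) was higher in TN cells, at 38.7 ± 13.3 against 8.00 ± 2.72 TPM, with a log2 change of 2.12 and adjusted p of 0.00269. Cd27 rose by 0.97 and Ccl3 by 0.54. Smaller falls were called for Ccl5 (-0.66), Gzmb (-0.42), Prf1 (-0.33), Gzma (-0.32) and Ncr1 (-0.25), at adjusted p from 6.06e-05 to 0.0343. Those of Gzma, Prf1 and Ncr1 were not called without a filter on low values. Under quantile normalization Ccl5 and Prf1 were not called, and the change of Gzma was 0.00. Without a variance trend the falls of Gzmb, Gzma, Prf1 and Ncr1 lost their calls.

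SP cells carry 1 of the 3 receptors, and their comparison with TP cells asks how much of the difference remains. In WT mice 23 genes were called, 14 higher and 9 lower in SP cells, with 927 at an unadjusted p under 0.05. Of these 23, 21 were also called between TN and TP cells, all in the same direction. The 2 comparisons share the TP libraries, and simulated tables with that sharing and no group differences gave 3.81 such genes on average and at most 14. Without differences to call, these tables do not show how many real calls would be shared through the TP libraries alone. Over all tested genes the 2 comparisons stood less apart from the simulated tables, whose ranges are narrowed by independent genes. The same sign was found for 64.68% of genes, against 62.56 to 65.18% in simulated tables. The log2 changes correlated with r = 0.501, against at most 0.492. Klrg1 was at 246 ± 45.0 TPM in SP cells, a log2 change of -0.84 from TP cells (adjusted p 0.0104). Klra4 rose by 1.59 and Klra6 by 1.45, both with the reservation on shared reads. Of the 60 fixed-list genes, 3 were called over all genes and 9 when adjusted over the list alone.

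The same subset comparisons in KO mice serve as a control in which the receptors meet little of their ligand. Between KO TN and TP cells 63 genes were called, 29 higher and 34 lower in TN cells, with 773 at an unadjusted p under 0.05; leaving out KO TP replicate 2 gave 40. Between KO SP and TP cells 24 genes were called, 10 higher and 14 lower, with 352 at an unadjusted p under 0.05. Of the 157 genes called between WT TN and TP cells, 143 (91.1%) changed in the same direction in KO cells, and 36 were called in both genotypes, all with the same sign. Klrg1 was lower in KO TN (44.9 ± 7.60 TPM) than in KO TP cells (142 ± 2.01 TPM), with a log2 change of -1.66 and adjusted p of 2.02e-06. Cd226 fell by 1.78 (adjusted p 0.000483). Cmah (ENSMUSG00000016756) rose by 1.73 in KO TN cells (adjusted p 1.18e-06), and Klra4 rose by 2.11. Mir343 was listed at 0 in all 3 KO TP libraries and at 5.92, 63.2 and 30.7 TPM in KO TN libraries. The immunoglobulin genes Igha and Igkc and the neutrophil gene S100a9 were also among the largest falls from KO TP to KO TN or SP cells, and their levels by library are given with the interaction contrast. Of the 60 fixed-list genes, 5 were called between KO TN and TP cells and 3 between KO SP and TP cells, against 12 and 4 when adjusted over the list alone.

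The interaction contrast asks which differences between TN and TP cells depend on the genotype. It called 3 genes of 12018, Igha, S100a9 and Ngp, with 754 genes at an unadjusted p under 0.05. All 3 were high in KO TP cells alone. Igha (ENSMUSG00000095079) was at 166, 70.5 and 169 TPM in the KO TP libraries and at 11.0 TPM or less in all 15 others. S100a9 (ENSMUSG00000056071) was at 13.2, 52.3 and 95.1 TPM in KO TP and at 0.31 or less elsewhere. Ngp (ENSMUSG00000032484) was at 17.8, 19.4 and 39.96 TPM in KO TP and at 0.48 or less elsewhere. The adjusted p was 0.00925 for Igha and Ngp and 0.0115 for S100a9. With mouse (genotype and replicate number) as a block the count was 1 gene, Igha (adjusted p 0.0498), with 832 at an unadjusted p under 0.05, and S100a9 and Ngp had an adjusted p of 0.073. With a pseudocount of 0.1 the count was 0 genes, again with 754 at an unadjusted p under 0.05. Of the 60 fixed-list genes, 0 were called over all genes, 11 had an unadjusted p under 0.05, and 2 were called when adjusted over the list alone. These 2 were Klrg1, with an interaction of -0.98, and Ccl5, with -0.57, so both fell more from TP to TN cells in WT than in KO mice. Their adjusted p was 0.00385 and 0.0034 over the list alone, and 0.119 and 0.0808 over all genes.

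Comparing KO with WT cells within each subset asks what loss of B2m in the mouse does to each. In TP cells 191 genes were called, 118 higher and 73 lower in KO, with 1421 at an unadjusted p under 0.05. In SP cells 162 were called, 92 higher and 70 lower, with 1403. In TN cells 86 were called, 51 higher and 35 lower, with 1263. Leaving out 1 library gave as few as 109 genes in TP (without KO TP replicate 1), 91 in SP (without KO SP replicate 2) and 51 in TN cells (without KO TN replicate 3). Rescaling by median-of-ratios evened the directions in all 3 subsets. It gave 95 higher and 93 lower in TP, 80 and 78 in SP, and 47 and 43 in TN cells. Quantile normalization kept more genes higher, with 97 higher and 74 lower in TP, 89 and 77 in SP, and 48 and 38 in TN cells. Genes called in all 3 subsets numbered 48, each with the same sign in all 3, with 27 higher and 21 lower in KO. On the RefSeq gene order of assembly GRCm38.p6, 16 of the 47 with a position lay within 10 tested genes of another, where random lists gave 3.45 on average. Of 8 handling stress genes outside these 48, 8 were higher in KO TP, 7 in KO SP and 6 in KO TN cells, with median log2 changes of 1.30, 0.85 and 0.78; Fos was lower in SP (-0.63) and TN cells (-1.21) and Hspa1a in TN cells (-0.16).

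B2m had log2 changes of -5.14 in TP, -4.89 in SP and -4.71 in TN cells. In TP cells the largest rises were those of Igha (6.86), S100a9 (5.38) and Ngp (4.65), for which RNA from other cells stays open. Among the other genes with the largest changes, Kit (ENSMUSG00000005672) was at 2.12 ± 0.465 TPM in KO TP and 48.1 ± 4.71 TPM in WT TP cells. Its log2 change was -3.98, with an adjusted p of 3.81e-06, and it was -3.97 in SP and -2.07 in TN cells. Cxcr4 (ENSMUSG00000045382) was at 475 ± 46.1 TPM in KO SP and 38.6 ± 8.96 TPM in WT SP cells, with a log2 change of 3.61 and adjusted p of 1.40e-09. In TP cells it rose by 3.24 and in TN cells by 2.84. Ugt1a7c fell by 3.58 in SP and Eps8l1 by 3.93 in TN cells, with changes of Eps8l1 of -3.56 in TP and -3.48 in SP cells. Kit, Cxcr4 and Eps8l1 were each called in all 3 subsets. Mir6948 was listed at 0 in WT SP and KO TP libraries and at 36.1, 35.4 and 68.2 TPM in KO SP libraries. Of the 60 fixed-list genes, 6 were called in TP, 10 in SP and 5 in TN cells; adjusted over the list alone, these counts were 12, 22 and 14. Klrg1 was lower in KO in all 3 subsets, with log2 changes of -1.61, -1.55 and -0.63 in TP, SP and TN cells. Tigit rose by 2.62 in TP and 1.82 in SP cells. In SP cells Egr1 fell by 2.33, Egr3 by 1.93, Nr4a1 by 1.54 and Ccl4 by 1.06. Klra9 rose by 0.92 in TN cells.

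**Figure D2:**
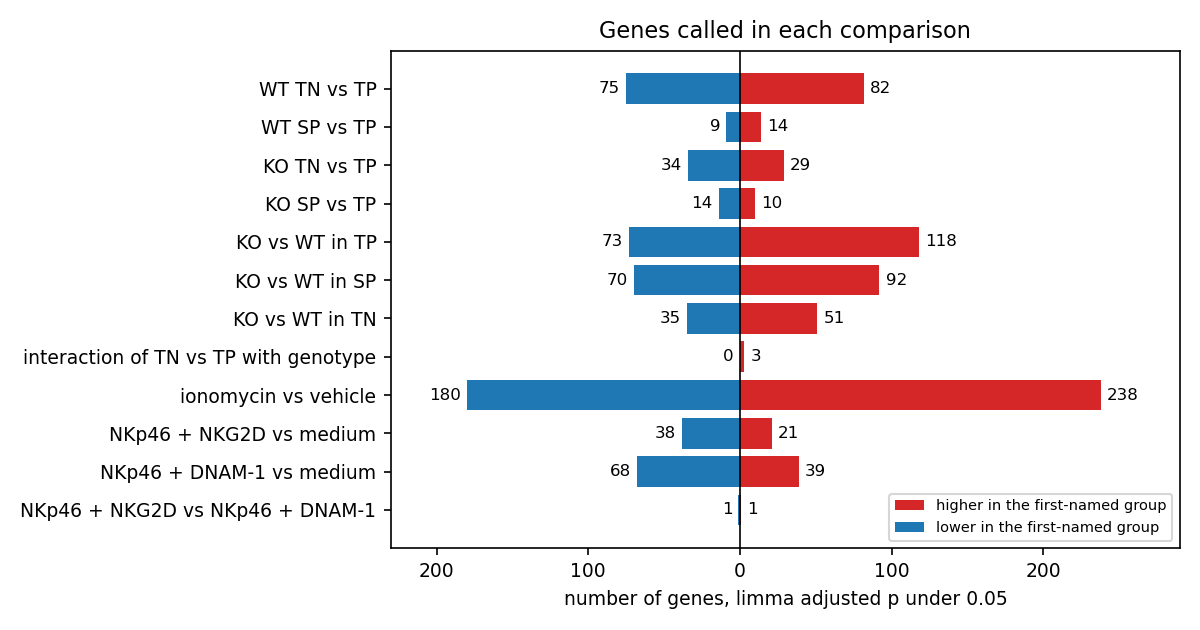
Number of genes called with limma at an adjusted p under 0.05 in each of the 12 comparisons, to the right for genes higher and to the left for genes lower in the first-named group. The longest bars are those of ionomycin (238 higher, 180 lower), and the comparison of the antibody pairs has 1 gene on each side.

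Ionomycin raises intracellular calcium without engaging receptors, and its comparison with vehicle asks how NK cells differ after 22 h of it. The titles read as NK cells purified from treated splenocytes. A direct response of NK cells is therefore not separated from effects through other splenocytes or from a change in which NK cells were recovered. Limma called 418 of 14372 genes, 238 higher and 180 lower, of which 397 changed at least 2-fold, with 2169 genes at an unadjusted p under 0.05. Leaving out ionomycin replicates 1, 2 and 3 in turn gave 6, 3 and 5 genes, leaving out vehicle replicate 2 gave 24, and the highest count with 1 library left out was 342. Kif15 (ENSMUSG00000036768) was at 421 ± 75.4 TPM with ionomycin and 1.03 ± 1.65 TPM with vehicle, with a log2 change of 7.98 and adjusted p of 0.000424. Slc9b2 and Spry1 were listed at 0 in all 3 vehicle libraries. With ionomycin, Slc9b2 was at 225, 153 and 125 TPM and Spry1 at 137, 72.2 and 84.1 TPM. The largest falls were those of Gvin-ps4 (-6.43, adjusted p 0.000424), Ly6c2 (-5.04, adjusted p 0.0346) and Sema6d (-4.95, adjusted p 0.0206).

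Of the 66 fixed-list entries tested with ionomycin, 20 were called over all genes, 11 higher and 9 lower, and 33 when adjusted over the list alone. Tox2, listed at 0 in every library, was not tested, and Lilrb4a counts under both of its identifiers. Nr4a3 (ENSMUSG00000028341) was at 559 ± 77.0 TPM with ionomycin and 15.0 ± 2.46 TPM with vehicle, with a log2 change of 5.13 and adjusted p of 7.21e-05, and it was called under all 12 alternatives. Nr4a2 rose by 6.26, Lag3 by 4.35, Tigit by 3.25, Ikzf2 by 2.18, Cd27 by 2.09, Zap70 by 1.95, Ptpn22 by 1.78, Sh2d2a by 1.55 and Cblb by 1.54. Irf4 was listed at 0 with vehicle and at 38.3, 16.6 and 25.1 TPM with ionomycin. Klrg1 fell by 4.23, Ncr1 by 2.64, Cd244a by 2.45, Gzma by 2.21, Plcg2 by 1.75, Syk by 1.57, Egr1 by 1.43, Vav1 by 1.17 and Tyrobp by 0.88. Every one of these genes except Nr4a3 was no longer called in some fit that left out 1 library, although no direction changed.

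Plate-bound antibodies to pairs of activating receptors were compared with medium to ask what 48 h of stimulation changes. The sample titles and the column names assign 6 of the 9 libraries to different groups, and the values here follow the column names. With NKp46 and NKG2D 59 genes were called of 13689, 21 higher and 38 lower than in medium, with 2069 at an unadjusted p under 0.05. With NKp46 and DNAM-1 107 were called, 39 higher and 68 lower, with 2458 at an unadjusted p under 0.05. Grouping by titles gave 0 and 1 genes, with 550 and 1165 at an unadjusted p under 0.05. Leaving out medium replicate 3 gave 257 and 516 genes. With replicate number as a block, 239 genes (135 higher, 104 lower) and 528 genes (277 higher, 251 lower) were called, all 59 and all 107 among them, so the larger share was then higher. The same held without medium replicate 3 for NKp46 and DNAM-1 (268 higher, 248 lower) but not for NKp46 and NKG2D (116 higher, 141 lower). The antibody libraries list more genes above 0 (16107 to 18096) than the medium libraries (13555 to 14674). The lowest counts were 28 without NKp46 and NKG2D replicate 1, and 26 without NKp46 and DNAM-1 replicate 2.

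Most genes called with NKp46 and NKG2D were also called with NKp46 and DNAM-1. Of the 59 genes called with the former and the 107 called with the latter, 50 were called in both, all with the same sign. Simulated tables with the shared medium libraries and no group differences gave 1.99 such genes on average and at most 11. Without differences to call, these tables do not show how many of 59 and 107 calls would be shared through the medium libraries alone. Their genes were also drawn independently, which narrows the range of simulated correlations. Across 13689 genes, which are not independent replicates, the log2 changes correlated with r = 0.818, against 0.732 on average (0.708 to 0.764) in the simulated tables. The direct comparison of the pairs called 2 genes, with 167 at an unadjusted p under 0.05. These were Gm26493 and a gene without a symbol, ENSMUSG00002074852. Both are outside the naming rule and were picked after their values were seen. Each was listed at 0 in 6 of the 9 libraries. The block gave 0 genes, with 230 at an unadjusted p under 0.05. In the 6 fits that each left out 1 library, 0 to 4 genes were called, and neither of these 2 was among them in any: the count was 4 without NKp46 and DNAM-1 replicate 1, 1 without replicate 2 of either pair, and 0 without NKp46 and DNAM-1 replicate 3 (155 at an unadjusted p under 0.05) and NKp46 and NKG2D replicates 1 and 3 (115 and 231).

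Of the 65 fixed-list entries tested, Lilrb4a among them under both identifiers, 12 were called with NKp46 and NKG2D and 10 with NKp46 and DNAM-1. Adjusted over the list alone, these counts were 21 and 24. Between the pairs it was 0 by either adjustment, with 2 genes at an unadjusted p under 0.05. Egr1 (ENSMUSG00000038418) was at 1836 ± 423 TPM in medium, 291 ± 50.1 TPM with NKp46 and NKG2D and 294 ± 48.6 TPM with NKp46 and DNAM-1, with log2 changes of -2.64 and -2.63 and adjusted p of 0.000472 and 0.000519. Lower than in medium, with NKp46 and NKG2D first, were also Nr4a1 (-2.63 and -2.84), Egr2 (-2.59 and -2.58), Ccl3 (-2.27 and -2.07), Egr3 (-2.14 and -2.02), Nr4a2 (-1.83 and -2.00), Ccl4 (-1.70 and -1.72), Ifng (-1.14 and -1.20) and Fasl (-0.72 and -0.86). Lag3 rose by 2.81 and 2.66. With NKp46 and NKG2D, Tnf fell by 2.70, Fos by 2.64 and Cd226 by 1.06. With NKp46 and DNAM-1, Lbhd1 fell by 2.69, and Fos was called lower too (-2.34, adjusted p 0.00164). Tnf and Cd226 were also lower with that pair, without a call. Tnf was at 13.1 ± 5.95 against 42.0 ± 9.57 TPM in medium, and Cd226 at 67.1 ± 9.16 against 99.8 ± 7.79 TPM. Mir703, Ifitm2 and Mt1 were listed at 0 in all 3 medium libraries. With NKp46 and NKG2D, Mir703 was at 247, 137 and 163 TPM, Ifitm2 at 13.9, 4.44 and 17.9 TPM, and Mt1 at 13.9, 2.60 and 8.35 TPM. With NKp46 and DNAM-1, Mir703 was at 139, 14.4 and 99.3 TPM, Ifitm2 at 8.44, 11.0 and 33.6 TPM, and Mt1 at 10.1, 14.2 and 11.4 TPM. Under the grouping by titles Ccl3 and Ifng were no longer lower, with changes of 0.06 and 0.09 for the NKG2D pair and 0.20 and 0.21 for the DNAM-1 pair.

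**Figure D3:**
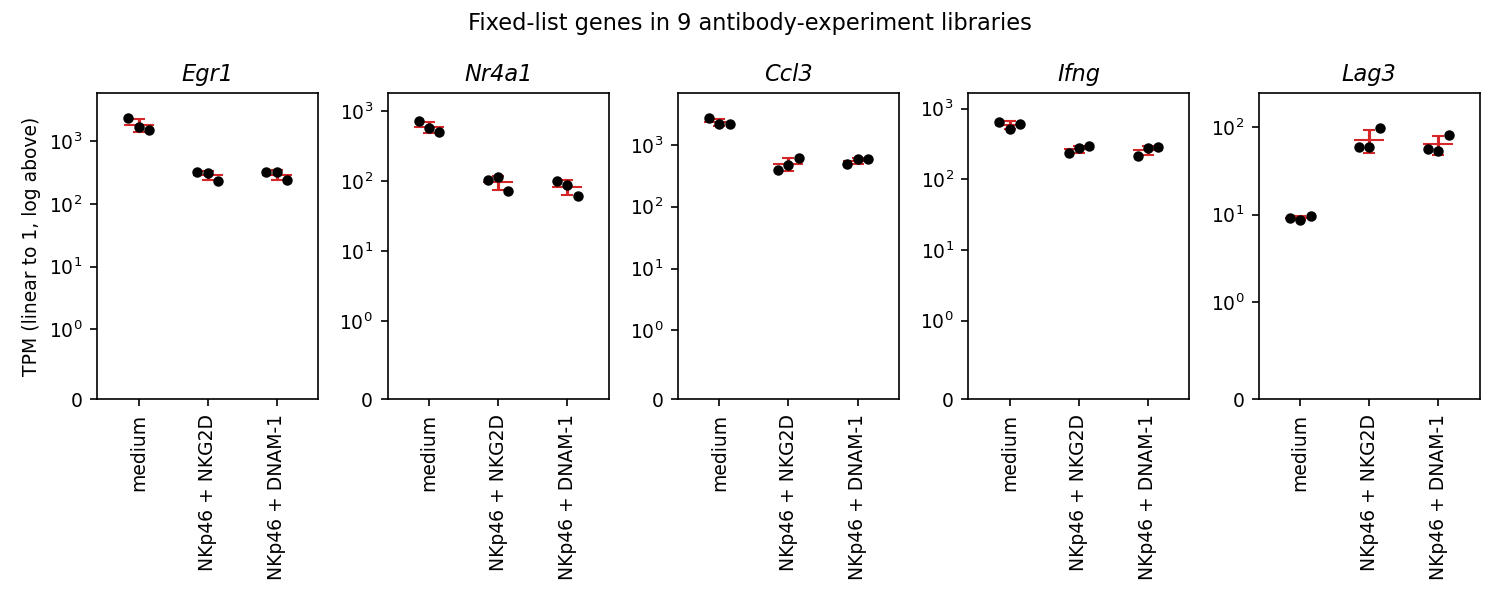
TPM of Egr1, Nr4a1, Ccl3, Ifng and Lag3 in 9 libraries of the antibody experiment, grouped by column names, on an axis that is linear up to 1 and logarithmic above. Points are libraries, and red bars are the mean and SD of 3 replicates. Egr1 lies at 1836 TPM in medium and at 291 and 294 TPM with the antibody pairs, and Lag3 is higher with both pairs.

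Sets of genes called in 1 table were tested in another to ask whether TN cells resemble NK cells after ionomycin or after antibody stimulation. Of 16 tests with camera, 5 passed an adjusted p of 0.05. All 5 also passed with fry, which called 11, and none passed when the inter-gene correlation was estimated, where the smallest adjusted p was 0.104 and 4 tests had an unadjusted p under 0.05. Fry changed the call of 6 sets, more than any other alternative, and the estimated correlation that of 5. The 74 genes lower in WT TN than TP cells had a median log2 change of -1.14 with ionomycin, and 62 of them were lower (adjusted p 1.57e-15). In the other direction, the 100 genes with the largest falls under ionomycin had a median of -0.11 between TN and TP cells, and 65 were lower in TN cells (adjusted p 0.00211). The 100 genes that rose most with ionomycin had a median of 0.072 between TN and TP cells, and 59 were higher (adjusted p 0.0882). The 79 genes higher in TN cells had a median of -0.014 with ionomycin (adjusted p 0.503).

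**Figure D4:**
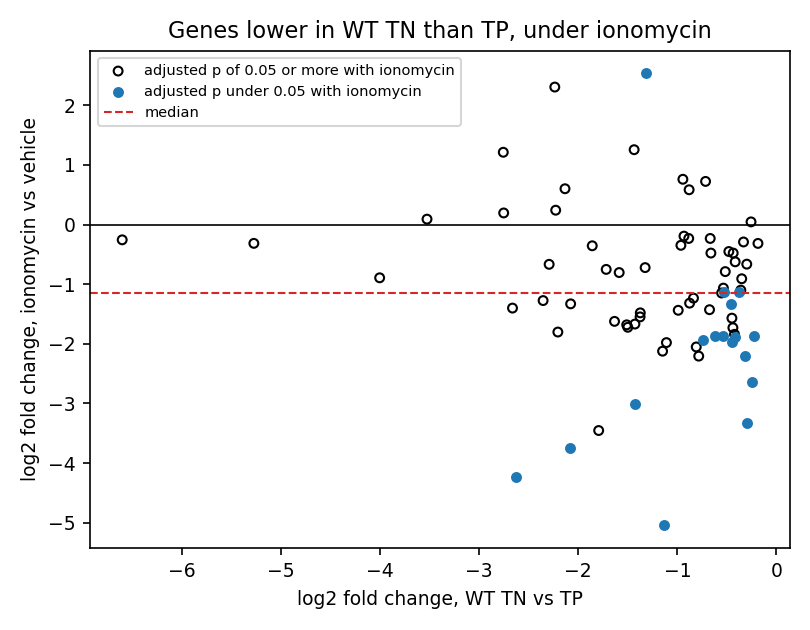
Log2 fold change with ionomycin against vehicle, for the 74 genes called lower in WT TN than TP cells, over their log2 fold change between TN and TP cells. Filled points have an adjusted p under 0.05 with ionomycin, and the dashed line marks the median of -1.14. Of the 74 genes, 62 lie under 0 on the vertical axis.

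Sets from the antibody comparisons, drawn from calls without the block, showed no camera call in TN against TP cells. The 16 genes that rose with NKp46 and NKG2D had a median of -0.20 (adjusted p 0.0882, or 0.0367 with fry). The 33 that fell had a median of 0.087 (adjusted p 0.447). For NKp46 and DNAM-1 the 28 genes that rose had a median of -0.11 and the 55 that fell a median of 0.005, both at an adjusted p of 0.332. In the antibody comparisons, the 80 genes higher in TN cells had medians of -0.053 with NKp46 and NKG2D (adjusted p 0.320) and -0.17 with NKp46 and DNAM-1 (adjusted p 0.0333, 52 lower). The 72 genes lower in TN cells had medians of -0.071 (adjusted p 0.447) and -0.069 (adjusted p 0.416). The 100 genes that rose most with ionomycin had medians of 0.22 with NKp46 and NKG2D (63 higher, adjusted p 0.00891) and 0.17 with NKp46 and DNAM-1 (60 higher, adjusted p 0.0334). Without medium replicate 3 these 2 calls and that of the genes higher in TN cells were lost, at medians of 0.14, 0.13 and -0.15. The 100 that fell most had medians of -0.054 and -0.070, both at an adjusted p of 0.332.

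The 4 fixed lists were tested as sets in 4 comparisons, and 10 of 16 tests passed an adjusted p of 0.05 with camera. Of these, 9 held with fry, all but the activating receptors and signalling genes with NKp46 and NKG2D (adjusted p 0.0558); with the estimated correlation 0 passed and 3 had an unadjusted p under 0.05. With ionomycin the 22 regulators of anergy and exhaustion had a median log2 change of 1.54, with 16 higher (adjusted p 5.46e-06). The 14 genes of activating receptors and signalling had a median of -1.15, with 12 lower (adjusted p 4.49e-07). With NKp46 and NKG2D the regulators had a median of -0.15 (15 of 22 lower, adjusted p 0.0036), the inhibitory receptors 0.82 (8 of 10 higher, adjusted p 0.000337), the effector genes -0.50 (9 of 13 lower, adjusted p 0.0044) and the activating receptors and signalling genes -0.13 (12 of 14 lower, adjusted p 0.0366). The DNAM-1 pair gave medians of -0.26, 0.81, -0.23 and -0.14 for the same lists, at adjusted p of 0.000303, 0.000556, 0.0366 and 0.0126. With replicate number as a block the effector genes were not called there (adjusted p 0.126). The effector list was mixed, since Gzma, Gzmb, Gzmc and Prf1 had higher means with both pairs than in medium, without a call over all genes. With NKp46 and NKG2D, Gzmb was at 2809 ± 728 TPM against 1959 ± 331 in medium. Prf1 was at 866 ± 145 against 592 ± 70.1 TPM. In WT TN against TP cells 0 of 4 lists passed with camera and 1 had an unadjusted p under 0.05, while fry called the inhibitory receptors (adjusted p 0.000838) and the activating receptors and signalling genes (adjusted p 0.0455). There the regulators had a median of 0.12 (camera adjusted p 0.059), the inhibitory receptors -0.29 (0.067) and the activating receptors and signalling genes -0.052 (0.184).

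**Figure D5:**
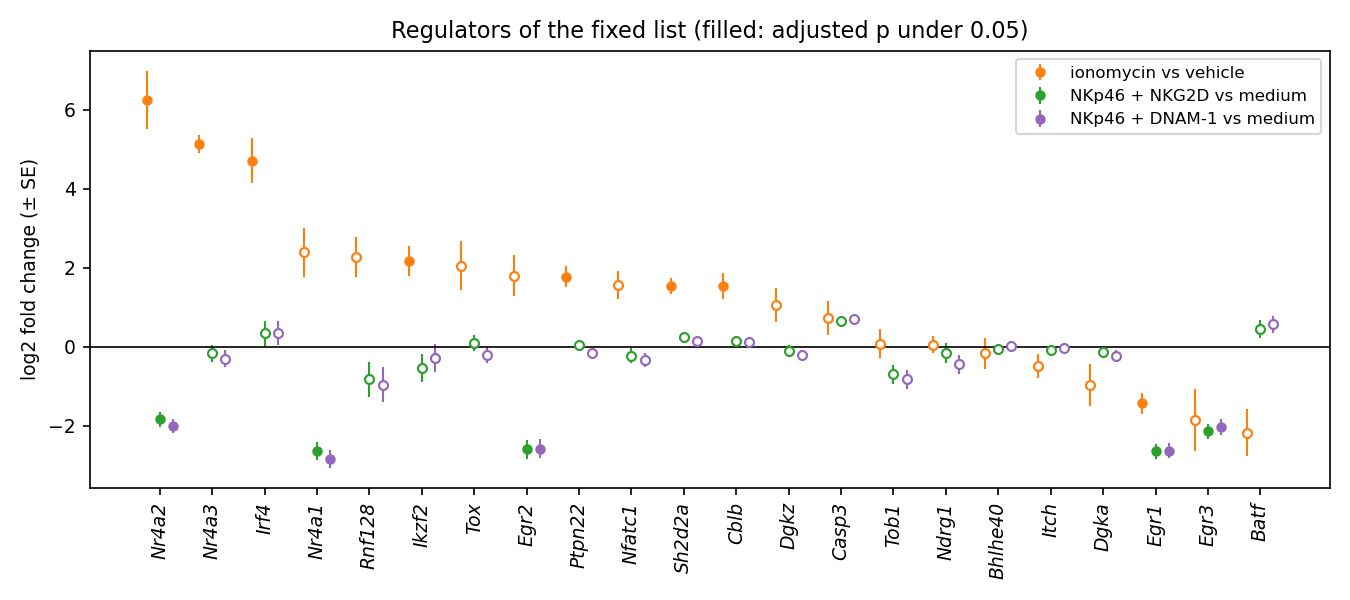
Log2 fold change with its standard error for the 22 regulators of anergy and exhaustion with ionomycin against vehicle and with each antibody pair against medium. Filled points have an adjusted p under 0.05. Nr4a2 lies at 6.26 with ionomycin and at -1.83 and -2.00 with the antibody pairs.

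Tumour NK cells were read as levels only, since no control group is labelled. Their column names carry the terms B2MKO and SP, whose meaning there is unclear, while the titles name mature NK cells from B2m-deficient tumours. Gzma was at 6129 ± 181 TPM, Xcl1 at 2088 ± 505 TPM, Gzmb at 1856 ± 156 TPM and Bhlhe40 at 1413 ± 177 TPM. Nr4a1 was at 801 ± 50.4 TPM, Ifng at 536 ± 188 TPM, Tigit at 440 ± 85.4 TPM and Klrg1 at 40.1 ± 13.4 TPM. Lag3 was at 3.57 ± 0.597 TPM, and Pdcd1 and Tox2 were listed at 0 in all 3 libraries. B2m was at 4554 ± 634 TPM.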

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

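All tests of explanations in this part were chosen only after the result was seen, apart from the counts over other splits of the samples.

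The interaction between subset and genotype singled out Igha, S100a9 and Ngp, with fitted log2 values of 8.05, 5.38 and 4.49. These fitted values depend on the pseudocount, since most libraries outside the KO TP group are listed at 0. The signal came from the 3 KO TP libraries, where Igha reached 166, 70.5 and 169 TPM, S100a9 13.2, 52.3 and 95.1 TPM, and Ngp 17.8, 19.4 and 39.96 TPM. Of 100 splits of the 12 libraries within subsets, the real one included, 11 gave at least as many genes. The other 10 exchanged unequal numbers of genotypes in TN and TP cells, which lets the difference between KO and WT into the contrast, so they do not show how often 3 genes arise by chance. Of the 36 splits without that imbalance, 1, the real one, gave as many, and the others gave at most 1 gene, although exchanged genotypes also widen their spread. With mouse as a block, Igha alone was called, at an adjusted p of 0.0498, and S100a9 and Ngp had 0.073. All 3 genes were higher in all 3 KO TP libraries than in all 15 others, as were 0.350% of tested genes. They were singled out by a contrast that this pattern raises, so that share is no separate test of it.

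Several technical explanations were argued against for these 3 genes. A lower share of NK cells would raise the genes of all other cells alike if those cells came in even proportions. Over genes listed at 0 in some other library, the summed TPM of 11 further neutrophil genes was at least 13.35 times the mean of the 15 others in each KO TP library, against at most 3.03 times for 8 B cell and 2.22 times for 5 T cell genes, and 0 of all 14 B cell and T cell genes were higher in all 3 KO TP libraries than in all 15 others. This argues against an even admixture of other cells as the whole cause, but not against a lower share of NK cells through single cell types. The smaller rise of B and T cell genes, such as Cd74 (19.0, 13.6 and 15.3 TPM, mean 4.38 elsewhere) and Cd3g (11.3, 9.02 and 8.20 TPM, mean 2.99 elsewhere), leaves some RNA of these cells open. Both other scalings called 3 of the 3 genes, which argues against the normalization. Deeper sequencing would list more genes, and 0 of the 3 KO TP libraries had more genes above 0 than all others. A mislabelled sample is also argued against, since 3 of 3 KO TP libraries had B2m under every WT library and Klra3 and Klrc1 over every SP and TN library.

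RNA from other cells stays open. For Igha, 3 of the 8 other genes on a list of plasma cell genes, Igkc, Jchain and Mzb1, were higher in all 3 KO TP libraries than in all 15 others, which is consistent with RNA from plasma cells. Igkc was at 283, 139 and 240 TPM there and Jchain at 15.7, 13.5 and 18.8 TPM, while Tnfrsf17 was listed at 0. On that list, 2 genes averaged over 10 TPM in the other libraries too. For S100a9 and Ngp, 5 of the 11 other genes on a list of neutrophil genes stood apart in the same way, which is consistent with RNA from neutrophils. Ltf was at 13.8, 11.9 and 44.6 TPM and S100a8 at 6.99, 13.9 and 33.3 TPM, while Elane was listed at 0 and Retnlg at 0.56 TPM or less, so not all listed neutrophil genes rose with them. None of the neutrophil genes averaged over 10 TPM in the other libraries. Expression of these genes by KO TP cells themselves, a difference between genotypes that the design names, was not tested and remains open.

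The direct test between the antibody pairs singled out Gm26493, with a fitted log2 value of -3.64, and ENSMUSG00002074852, with 4.08. Gm26493 was at 13.0, 10.8 and 10.6 TPM with NKp46 and DNAM-1 and listed at 0 in the other 6 libraries. ENSMUSG00002074852 was at 25.3, 12.8 and 12.3 TPM with NKp46 and NKG2D and listed at 0 elsewhere. Of the 10 splits of the 6 libraries, 1, the real one, gave as many as 2 genes, and the most from any other was 1, so the design cannot give a smaller share than 0.1. Of the 4 splits that part all 3 same-numbered pairs, the real one alone gave as many. With replicate number as a block neither gene was called, nor was either in the 6 fits that each left out 1 library. Both genes were called under both other scalings (2 of 2), which argues against the normalization. Of the genes at 10 TPM or more in every library of 1 antibody group, 0.0252% were at 0 in every library of the other. That share counts both of these genes themselves. The reads behind a TPM value also depend on the length of the entry, so the share does not decide on a depth difference. Reads shared with similar genes may matter for these entries and were not tested. A response that differs between the antibody pairs stays open and untested.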

How the results depend on the processing

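All alternatives in this part were planned, so no test was chosen only after the result was seen. Unless a cause is given, the cause was not tested.

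Counts of called genes stayed within 1.5 times their value under median-of-ratios and quantile scaling in all 12 comparisons. With only the 2 compared groups in the fit, fewer samples estimate the spread, and 9 of 10 counts fell: to 21 for WT TN against TP, 8 for WT SP against TP, 33 for KO TN against TP, 15 for KO SP against TP, 43, 68 and 12 for KO against WT in TP, SP and TN, 26 for NKp46 and NKG2D and 23 for NKp46 and DNAM-1. Without a filter on low values, counts were 41 for KO SP against TP, 10 for the interaction, 185 for ionomycin and 45 for NKp46 and DNAM-1. A mean of at least 5 TPM left 1 interaction gene and 0 genes between the antibody pairs, with 110 at an unadjusted p under 0.05. A pseudocount of 0.1 left 0 interaction genes (754 at an unadjusted p under 0.05) and gave 1 gene between the pairs, which was neither of the 2. Without a variance trend the interaction had 7 genes and ionomycin 172.

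Grouping by titles gave 0 genes for NKp46 and NKG2D (550 at an unadjusted p under 0.05), 1 for NKp46 and DNAM-1 and 0 between the pairs (636 at an unadjusted p under 0.05). It mixes libraries that the column names keep apart. It reversed Mir703 (-1.34), Ifitm2 (-0.37), Mt1 (-0.53), Tnf (0.002), Ccl3 (0.064), Lag3 (-0.066), Cd226 (0.078) and Ifng (0.089) for NKp46 and NKG2D, and Mir703 (-0.36), Mt1 (-0.17), Ccl3 (0.20), Ccl4 (0.14) and Ifng (0.21) for NKp46 and DNAM-1. Quantile normalization moved Gzma in WT TN against TP to 0.0.

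Leaving out 1 library at a time gave 101 (without WT TN replicate 1; 104 without WT TP replicate 2) to 149 genes for WT TN against TP, 17 to 24 for WT SP against TP, 40 (without KO TP replicate 2) to 50 for KO TN against TP and 19 to 27 for KO SP against TP. For KO against WT it gave 109 (without KO TP replicate 1) to 144 in TP, 91 (without KO SP replicate 2) to 165 in SP and 51 (without KO TN replicate 3) to 113 in TN. Other moves past 1.5 times in these were 117 without KO TP replicate 3, 119 without WT TP replicate 1 or 2, 123 without WT TP replicate 3, 99 and 102 without KO SP replicates 1 and 3, 102 without WT SP replicate 2, 54 without KO TN replicate 2 or WT TN replicate 1, and 56 without WT TN replicate 2. The interaction had 2 (without KO TP replicate 2) to 5 (without KO TN replicate 2, KO TP replicate 1 or 3, or WT TN replicate 2). Ionomycin had 3 (without ionomycin replicate 2) to 342, with 6 and 5 without ionomycin replicates 1 and 3 and 24 without vehicle replicate 2. NKp46 and NKG2D had 28 to 257 and NKp46 and DNAM-1 26 to 516, both highest without medium replicate 3 and lowest without NKp46 and NKG2D replicate 1 and NKp46 and DNAM-1 replicate 2. The first had 94 without medium replicate 2 and 32 without NKp46 and NKG2D replicate 2 or 3, and the second 42 and 32 without NKp46 and DNAM-1 replicates 1 and 3. The pairs differed in 4 genes without NKp46 and DNAM-1 replicate 1, and in 1 without replicate 2 of either pair. They differed in 0 without NKp46 and DNAM-1 replicate 3 (155 at an unadjusted p under 0.05) and without NKp46 and NKG2D replicates 1 and 3 (115 and 231). Neither of the 2 genes was called in any of these 6 fits.

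For single named genes, 765 values kept direction and call under settings other than leaving out a library or the block, 174 kept direction only and 14 reversed. Leaving out 1 library kept 573 calls and lost 267, with no reversal.

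Replicate numbers were also run as a block. In the antibody table, where column names and values pair the libraries, NKp46 and NKG2D had 239 genes, NKp46 and DNAM-1 528 and the pairs 0 (230 at an unadjusted p under 0.05). The effector genes in the DNAM-1 pair (-0.23) lost their call, and no other set or named gene of that table changed its call. In the ionomycin table the real order also gave the highest correlation (0.062, others at most 0.039) and the most calls with the block (477, others 113 to 367), but the numbers have only 6 orders, so pairing stays open there. The effector genes with ionomycin (-0.32) were called with the block. In the subset table, where column names alone pair the libraries, the interaction had 1 gene, S100a9 (5.38) and Ngp (4.49) there, Cc2d2b (2.67) in WT TN against TP and Mir8097 (-5.37) in KO against WT TN were no longer called, and no other named gene or set of that table changed its call. The other 8 counts stayed within 1.5 times.

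Among transferred sets, fry called 11, the estimated correlation 0 and sets of up to 50 genes 3. Fry also called ionomycin-risen genes (0.072) and NKG2D-pair-risen genes (-0.20) in TN against TP, and, in the order NKG2D pair then DNAM-1 pair, genes lower in TN (-0.071 and -0.069) and ionomycin-fallen genes (-0.054 and -0.070). With the estimated correlation the calls were lost at unchanged medians: -0.11 and -1.14 between ionomycin and TN cells, -0.17 for TN-risen genes in the DNAM-1 pair, and 0.22 and 0.17 for ionomycin-risen genes in the antibody pairs. That test asks more of co-regulated sets by construction. With up to 50 genes, medians with the DNAM-1 pair were -0.16 for TN-risen genes and 0.34 for ionomycin-risen genes, both no longer called, and 0.020 for ionomycin-fallen genes, a reversal. Without Klra and Klrc genes, TN-risen genes had 0.10 with ionomycin, a reversal, and -0.16 in the DNAM-1 pair, no longer called. Quantile scaling gave 0.013 for ionomycin-fallen genes in the NKG2D pair, a reversal. For the fixed lists, fry gained the inhibitory receptors (-0.29) and the activating receptors and signalling genes (-0.052) in TN against TP and lost the latter in the NKG2D pair (-0.13), and the estimated correlation called 0; over all settings but the block, 49 values were unchanged, 4 gained a call and 11 lost it, 10 of them with the estimated correlation.

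Leaving out 1 library changed the side or call of 7 sets. Medians ran from -0.29 to -0.087 for NKG2D-pair-risen genes in TN against TP (called without WT TN replicate 2, at -0.24, or WT TP replicate 2, at -0.29), from -0.010 (without WT TN replicate 1) to 0.11 for DNAM-1-pair-fallen genes there, and from -0.26 to 0.11 for TN-risen genes with ionomycin (above 0 without ionomycin replicate 1, at 0.048, vehicle replicate 2, at 0.10, or vehicle replicate 3, at 0.11). They ran from -0.12 to 0.001 (without medium replicate 1) for TN-fallen genes in the NKG2D pair and from -0.21 to -0.13 for TN-risen genes in the DNAM-1 pair (not called without medium replicates 2 or 3, at -0.16 and -0.15, or NKp46 and DNAM-1 replicate 3, at -0.13). For ionomycin-risen genes they ran from 0.075 to 0.20 in the NKG2D pair (not called without medium replicate 3, at 0.14) and from 0.099 to 0.27 in the DNAM-1 pair (not called without medium replicate 3, at 0.13, or NKp46 and DNAM-1 replicate 1, at 0.099). The depth of the libraries is unknown, which limits what a listed 0 can say.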

Other observations

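The tests of neighbouring genes, of the region around B2m, of title grouping, of scaling, depth and the whole handling stress list in the antibody table, and of the set lower in TN cells were chosen only after the result was seen. The other tests of handling stress and glucocorticoid response genes and the counts over other splits of the samples were not.

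The 48 genes called between KO and WT in all 3 subsets, with 1 sign each, were examined for shared causes. Genes named here were picked after their values were seen. On the RefSeq order of assembly GRCm38.p6, 16 of the 47 with a position lay within 10 tested genes of another, where random lists gave 3.45 on average (permutation p 2e-04). Gsta3, Gm4956, Khdc1a, Khdc1b, Khdc1c and Kcnq5 formed 1 group, all lower in KO. Reads shared between paralogs are argued against as the whole cause, since with 1 gene kept per symbol stem 12 of 44 were still close, where random lists gave 3.04 (permutation p 0.0017). The levels of single Khdc1 and Serpinb9 genes remain uncertain. A strain variant carried along with the KO line could account for these clusters, and it would be an effect of the mouse line, not of B2m. In the window of 50 tested genes on each side of B2m, 2 genes were called in all 3 subsets, Oip5os1 and Slc28a2, of 100 (Fisher's exact test, p 0.0571). A flanking region that came with the knockout cannot be told apart from a chance overlap there, as the calls are too few.

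Handling stress and glucocorticoid response genes were read as explanations of the genes shared by the 3 subsets. Of 10 listed handling stress genes, 8 were not among the 48, and their median log2 change between KO and WT was 1.30 in TP, 0.85 in SP and 0.78 in TN cells, with 8, 7 and 6 of them higher in KO. Fos was lower in SP (-0.63) and TN cells (-1.21) and Hspa1a in TN cells (-0.16), none of these called. That placed the list at a percentile of at least 99.94 among random lists matched on expression in all 3 subsets. The 7 tested of 8 glucocorticoid response genes had medians of 0.48, 0.50 and 0.44, at a percentile of at least 98.89. Both results are consistent with a difference in handling or in hormone exposure between KO and WT mice at the time of sorting. An effect of the genotype on the cells themselves stays open, since any such difference goes with the genotype in these samples.

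Regulators such as Egr1 and Nr4a1 were lower after 48 h with antibody than in medium. The titles are argued against as the true grouping, since with them both comparisons together made 1 call against 166 by the column names, where 50 genes count in both, and the mean correlation within groups was 0.915 against 0.920. Handling stress in the medium libraries cannot be told apart from a response, because the listed genes went both ways. With NKp46 and NKG2D and with NKp46 and DNAM-1, Fos (-2.64 and -2.34), Atf3 (-1.90 and -1.32) and Dusp1 (-0.60 and -0.54) were lower, while Hspa8 (0.40 and 0.51) and Hsp90aa1 (0.47 and 0.60) were higher. The median of the 8 genes stood at percentiles of 24.75 and 15.2 among matched lists, and that of the 4 heat shock genes at 87.3 and 98.27. Of 8 glucocorticoid response genes, 1 was higher in each comparison, Mt2 (1.46 and 2.60). Il7r was called lower in both (-2.20 and -1.86), and Sgk1 (-1.31 and -1.39) and Klf9 (-1.09 and -1.06) were lower without a call. This list was not ranked among matched lists here, so no conclusion is drawn from it. Scaling is argued against, since 19 of the 20 calls of fixed-list genes that fell stayed under both other scalings. The antibody libraries list more genes above 0 (16107 to 18096) than the medium libraries (13555 to 14674). For regulators with a mean of at least 100 TPM, depth is argued against: 4 of 11, Egr1, Egr2, Egr3 and Nr4a1, fell at least 2-fold in both comparisons, as did 0.849% of the 1649 other genes as abundant (Fisher's exact test, p 3.06e-06 in each). For the 11 regulators with a mean under 100 TPM, an effect of depth cannot be told apart from a response to the antibodies, because depth goes with the groups and their median stood at percentiles of 20.69 and 4.88 among matched lists. The stimulation itself, a candidate explanation that the design names, stays open.

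The set of 74 genes lower in WT TN than TP cells fell with ionomycin by a median of 1.14 on the log2 scale. Expression level is argued against, since the median lay at percentile 0 of 10000 random lists matched on it. Shared reads of Klra and Klrc genes are argued against, since the median without them was -1.23. The spread between vehicle libraries is argued against, since leaving out each in turn gave a median of at most -0.98. Ionomycin libraries list more genes above 0 (15157 to 15483) than vehicle libraries (13904 to 14578), and an effect of depth on this set was not tested. Of the 10 splits of the 6 libraries, 1, the real one, gave a median as far from 0, and the farthest among the others was 0.52. Camera alone separated these splits poorly, with a p under 0.05 in 8 of the 10. Co-regulation of the genes cannot be told apart from a response of the set, because the adjusted p was 0.104 with the inter-gene correlation estimated. A hypothesis is that TN cells and ionomycin-treated cells may share low expression of part of these genes.

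For each gene count, other splits of the same libraries were run, and 10 splits cannot give a share under 0.1. The real split was the only 1 of 10 with as many called genes in all 11 comparisons of 2 groups, and other splits gave at most 6 genes. For transferred sets, as many were called in 4 of 10 splits for WT TN against TP, 9 of 10 for ionomycin, and 1 of 10 for each antibody comparison. In the antibody comparisons and those between subsets of a genotype, the real split was also the only 1 with as many genes of the 4 that part all 3 same-numbered pairs; the other 3 gave at most 1 gene and the 6 that part 1 pair at most 3. For the fixed lists, the figures were 10 of 10 for WT TN against TP, where 0 were called, 4 of 10 for ionomycin, and 1 of 10 for each antibody comparison.

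The vehicle libraries differed widely for some effector genes. Ifng was at 27589, 2522 and 82.4 TPM in vehicle replicates 1, 2 and 3, and at 1556, 1002 and 852 TPM in the ionomycin replicates. Gzmb was at 4665, 2065 and 362 TPM and Prf1 at 2623, 1896 and 689 TPM in the vehicle replicates. Among T cell genes, Cd4 and Cd8a were listed at 0 in all 6 libraries, while Cd3g was at 19.3, 0 and 8.24 TPM with ionomycin and 0, 7.63 and 0.98 TPM with vehicle, and Cd3d at 5.93, 10.9 and 3.74 TPM and 2.24, 0 and 3.81 TPM.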
